A study of Saccharomyces cerevisiae with 10 samples. Its data were reported in "Mitochondrial control through nutritionally regulated global histone H3 lysine-4 demethylation" (2016).

How the data were processed

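Strand-specific, rRNA-depleted RNA libraries were made from replicate cultures of *S. cerevisiae* and sequenced with single-end reads, after external spike-in RNA had been added to each cell pellet. The samples comprise 10 GEO samples in 10 groups, and each sample stands for the replicate cultures of its group. The strains are described per the labels as BY4742. Groups were taken from the sample titles, and mating types and media from the sample characteristics.

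Per the study's methods and the submitters' processing notes, the authors checked reads with FastQC 0.10.1, aligned them with TopHat2 2.0.12 and Bowtie2 2.1.0, and estimated FPKM values (fragments scaled to transcript length and library size) per replicate culture with Cufflinks 2.1.1, guided by a transcript file from the Saccharomyces Genome Database. The authors compared pairs of groups with Cuffdiff 2.1.1, and the deposited comparison tables hold a group FPKM for each side, a p-value and a q-value per feature. Rows whose deposited Cuffdiff status was not OK were left out of the counts, lists and overlaps taken from those tables. The log2 fold change printed from the authors' deposited table was recomputed from their 2 group FPKM values, and the largest difference from the deposited figure was 0.0003 over all tables. The strand setting used in alignment and quantification is not given in the sources used here.

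Each pair of groups has its own deposited table, normalised separately, so levels were compared only within a table. Replicate FPKM values were used from 22 columns: WT and *jhd2Δ* in YAD and in YGD (3 cultures per group), WT and *jhd2Δ* in YAR (2 per group), and empty vector (EV) and *JHD2* overexpression (OE) in YAR (3 per group). A further 6 columns of replicate values, in the overexpression sheet named for YAD, were not used: all 7041 of 7041 features carried values identical to the YAR sheet, and their group means did not follow the YAD comparison. Overexpression in YAD was therefore described from the authors' deposited table alone, although a limma test had been planned, and the planned test of the difference between the overexpression effects in YAR and YAD was not run. Tables of enriched terms were not used. Rows for the external spike-in RNA were not used here, so no scaling to the spike-in was run.

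FPKM sums per library ranged from 818862 to 1610619 (values for each table open the report). The number of reads behind each value is unknown, so no counting interval is given, and precision was judged from the spread between replicate cultures alone. The adjusted p-values of the limma tests of single features measure that spread. Camera with the preset correlation sets a list against the other genes, and Fisher's exact test takes genes as its units. Their p-values do not measure reproducibility over cultures. FPKM values listed at exactly 0 can be failed estimates. For features listed at 0 in every library of a group no fold change is given, apart from fitted differences between media, which depend on the pseudocount.

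The fold changes, standard errors and adjusted p-values come from limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust options) on log2(FPKM × library scale + 1). Library scales were medians of ratios to the geometric mean over features above 0 in every library, and features with a mean FPKM of at least 1 over the libraries of a comparison were tested. Fold changes on the log2(FPKM + 1) scale understate the change of low features. A feature was called at a Benjamini-Hochberg adjusted p under 0.05 together with a fold change over 1.4, the thresholds used in the study. All tests were two-sided. FPKM levels are printed as deposited, without the library scale. Differences between media in the *jhd2Δ* effect were tested as a limma contrast of both within-table effects in a single model. Of 7057 feature IDs over all tables, 5019 carried a name in the files, and names of the others were taken from RefSeq's yeast gene table, which left 1703 IDs with no other symbol.

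Before the data were examined, 32 gene lists were fixed, covering mating type, respiration, mitochondrial translation, ribosomes, carbon, nitrogen, sulfur and phosphate metabolism, transcription factors, histones, subtelomeric families and the cell cycle; 31 of them had measured members. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison, and again with the correlation estimated from the residuals. The estimate rests on few cultures and leaves that second test little power, so a list that fails it is not shown to be unchanged. The fry test of limma was run beside it. Medians over the authors' deposited tables were set against 10000 random lists of the same size, drawn from 20 bins of expression. Genes of a random list were drawn independently, while genes of a fixed list can move together. These percentiles therefore do not measure reproducibility over cultures. The genes named in the text were chosen by a rule written at the same stage: *JHD2* and *SET1*; the 8 largest rises and the 8 largest falls among called features of at least 10 mean FPKM whose groups did not overlap, leaving out small RNA rows; up to 4 called members of each list past the camera threshold; the genes that the study measured by other assays; and every mating type gene of the lists. Genes named outside this rule are said to be so.

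Coordinates are those of the deposited tables. The study's methods name build 3.1 of the yeast genome. Feature starts and ends in the YAD, YGD and overexpression tables matched the R64 reference for 99.8% of the IDs found in it, and in the YAR table of WT and *jhd2Δ* for 88.9%, where overlapping features are listed at their joint span. Tables also differed in how overlapping features on opposite strands were quantified. The 52 features compared lay wholly inside a feature of the other strand that exceeded 20 FPKM in WT YAR, a choice that raises the partner's level there. In WT YAD the median contained feature stood at 170 FPKM against 15.0 for its partner, but in WT YAR at 0.205 against 83.4. WT YGD (218 against 14.7) and EV YAR (186 against 20.7) resembled YAD. A feature and its antisense partner are thus not separable in the YAD, YGD and overexpression tables. Near-identical copies (ribosomal protein pairs, HXT6 and HXT7, TDH, ENO, histone and COS genes, and the genes of the mating type cassettes) share reads, and their values are uncertain for that reason.

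The procedure was also tested on simulated data, with 200 features changed by a log2 size of 1 or 2, 100 of each. The changed features were drawn from those with a mean log level above that of 10 FPKM. Detection of lower features was not tried. At a size of 1 it called 93% in the YAD design (6167 features), 67% in YGD (6185), 40% in YAR (5813) and 40% for overexpression (6308); at a size of 2 it called 96%, 93%, 83% and 88%. Unchanged features called numbered 6, 5, 10 and 5. Alternatives tried were the pseudocount, the filter on low values, the library scale, the variance model, the fold threshold, a replicate block, leaving out mating type genes or small RNA rows, leaving out each culture in turn, and the authors' Cuffdiff calls; a further 2 settings were added after the data were seen. Figures and checks used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.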

Results

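The abundance of RNA was measured in budding yeast that carried or lacked JHD2, the gene of the histone demethylase that removes methyl groups from lysine 4 of histone H3, or that overexpressed it from a plasmid with the constitutive ADH1 promoter. Cultures grew in synthetic media with ammonium and glucose (YAD), glutamate and glucose (YGD) or ammonium and raffinose (YAR). WT and jhd2Δ were compared with 3 replicate cultures per group in YAD and YGD and 2 per group in YAR, and overexpression (OE) was compared with the empty vector (EV) with 3 per group in YAR. FPKM sums per library were 1477729 to 1610619 in YAD, 818862 to 1077309 in the YAR libraries of WT and jhd2Δ, and 1259630 to 1451182 for EV and OE. In YGD they were 1534363 to 1599687 except in WT replicate 3, which stood at 1183230, correlated with the other WT libraries at 0.944 to 0.948 across genes, and took a library scale of 1.6. EV replicate 3 correlated with the other EV libraries at 0.914 to 0.924. The labels give WT as Mat alpha and jhd2Δ as Mat a in YAD and YGD, both as Mat a in YAR, and EV and OE as Mat alpha. The study's methods name a single pair of WT and jhd2Δ strains for RNA sequencing, and its strain list gives both the same mating type. The labels in YAD and YGD differ from that list.

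JHD2 (YJR119C, chromosome X, 644304 to 646490) was close to absent from every jhd2Δ library. In YAD it fell from 5.05 ± 0.687 FPKM (SD, n = 3) to 0.0313 ± 0.0272, a log2 fold change of -2.52 (SE 0.137, adjusted p = 0.000103). WT in YGD held 6.04 ± 1.80 FPKM (SD, n = 3), while the jhd2Δ libraries there held 0, 0 and 0.0446 (log2 fold change -2.85, SE 0.141, adjusted p = 0.000265). In YAR the WT libraries held 17.5 and 14.1 FPKM and both jhd2Δ libraries listed JHD2 at 0 (adjusted p = 1.96e-06). The plasmid raised it from 30.7 ± 4.43 to 1878 ± 357 FPKM in YAR (SD, n = 3, log2 fold change 5.75, SE 0.195, adjusted p = 0.00012). SET1, the gene of the opposing methyltransferase, fell in jhd2Δ in YAR (log2 fold change -0.52, adjusted p = 0.047) and did not pass the test in YAD (-0.04), YGD (0.14) or overexpression (0.19).

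The question in YAD was what JHD2 does in cells that ferment glucose on ammonium. The largest differences were in mating type genes. Of the 7 a-specific genes, 6 rose in jhd2Δ (7 adjusted over the list alone), with a median log2 fold change of 6.04 and an adjusted p = 0.156 with an estimated correlation. MFA2, an a-factor gene, rose from 53.7 ± 39.2 to 15256 ± 1329 FPKM (SD, n = 3, log2 fold change 8.40, SE 0.476, adjusted p = 0.00185), and STE2, the alpha-factor receptor, from 7.24 ± 0.691 to 797 ± 22.4 FPKM (6.66, SE 0.0895, adjusted p = 2.79e-08). AGA2 (6.04), the protease gene BAR1 (4.70), the a-factor exporter STE6 (3.91) and ASG7 (0.83) also rose, whereas MFA1 stood at 0, 0 and 21.9 FPKM in WT and at 193, 238 and 193 in jhd2Δ without passing the test (adjusted p = 0.0768). All 5 alpha-specific genes tested fell, 5 of them also adjusted over the list alone, with a median of -7.07 and an adjusted p = 0.187 with an estimated correlation: MF(ALPHA)1 went from 1134 ± 59.7 to 3.14 ± 0.260 FPKM (-8.05), and MF(ALPHA)2 (-7.78), SAG1 (-7.07), STE3 (-5.95) and AFB1 (-4.42) followed. The list members MATALPHA1 and MATALPHA2 were listed at 0 in every library of every table, Mat alpha or Mat a, and were not tested.

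**Figure D1:**
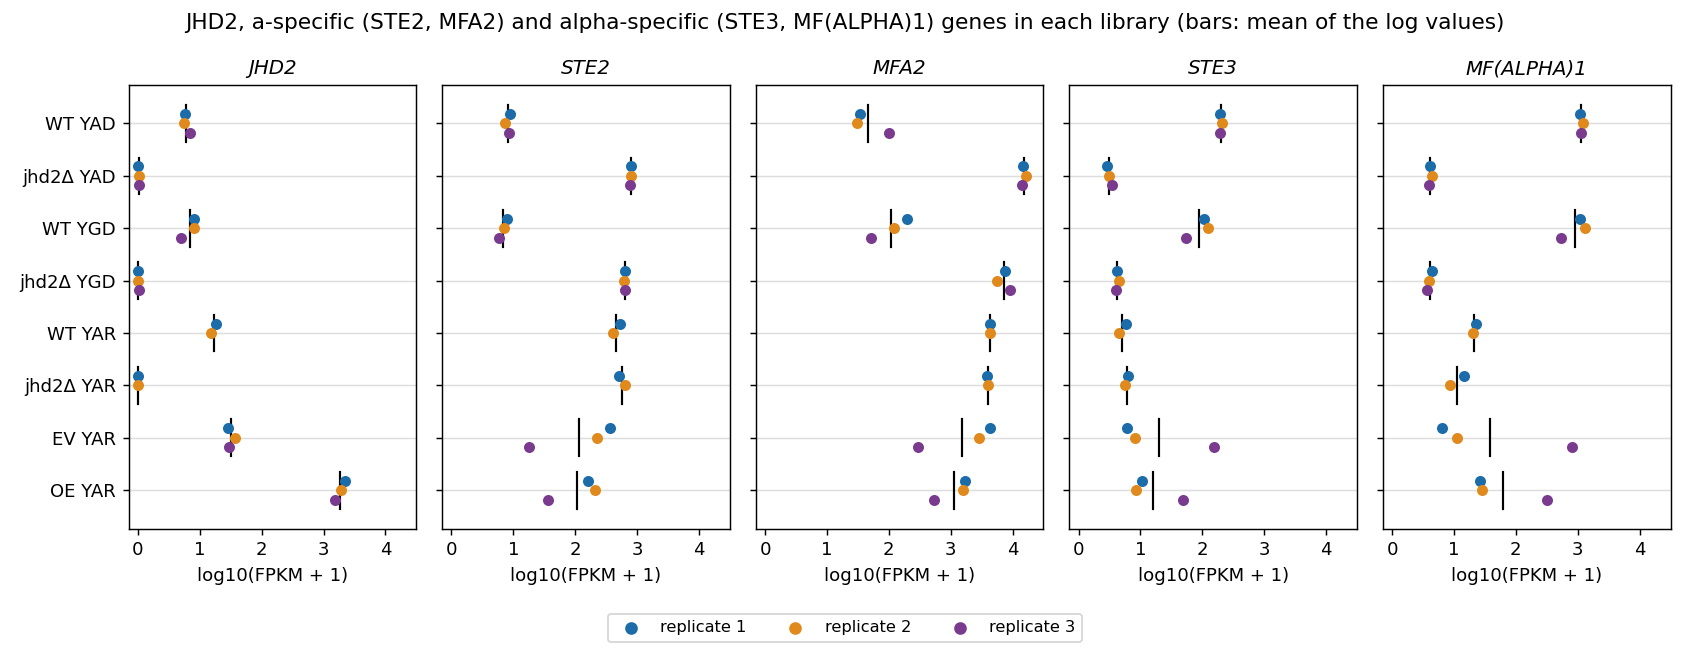
JHD2, the a-specific genes STE2 and MFA2 and the alpha-specific genes STE3 and MF(ALPHA)1 in each library, as log10(FPKM + 1), with points coloured by replicate and bars at the mean of the log values of a group; levels are comparable only within a table. STE2 stood at 7.24 ± 0.691 FPKM in WT and 797 ± 22.4 in jhd2Δ in YAD (SD, n = 3), and at 16.7 FPKM in EV replicate 3 against 369 and 225 in EV replicates 1 and 2.

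Features beside or across mating type genes moved with them in YAD. HMRA1, annotated at the silent a cassette, shares its sequence with the a1 gene of Mat a cells, so its reads cannot be placed. It stood at 0.978, 0 and 1.35 FPKM in WT and at 88.6, 86.2 and 90.0 in jhd2Δ (log2 fold change 5.79), and YNL146C-A near MFA2 (2.30) and GYP8 near STE2 (1.67) rose as well. YKL177W, antisense to STE3, changed by -7.44, YLR041W, antisense to AFB1, by -4.00, and LIF1, next to MF(ALPHA)2, by -3.06. Values of features that overlap on opposite strands are not separable in this table.

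Other gene groups changed little in YAD, in cultures that also differed in mating type. Among the 8 protein genes of the mitochondrial genome (median 0.42, camera adjusted p = 0.00039, adjusted p = 0.771 with an estimated correlation), OLI1 alone rose over all genes (0.65) and 2 adjusted over the list alone. Of 9 histone genes (median 0.29, camera adjusted p = 0.00034, adjusted p = 0.771 with an estimated correlation), the histone H4 genes HHF1 (0.60) and HHF2 (0.51) rose, 2 also adjusted over the list alone. Of 76 transcription factor genes, 8 fell and 10 adjusted over the list alone (median -0.07, camera adjusted p = 0.0203, adjusted p = 0.771 with an estimated correlation), among them PHD1 (-1.30), INO4 (-1.23), PHO4 (-0.90) and ROX1 (-0.86), although in the authors' deposited table PHD1, PHO4 and ROX1 were higher in jhd2Δ. For mitochondrial ribosomal proteins 3 of 72 rose, namely RSM10 (0.54), MRP2 (0.53) and MRPL50 (0.50), and MRP4 fell (-0.92), 3 and 1 also adjusted over the list alone (list median 0.12, camera adjusted p = 0.0203, adjusted p = 0.771 with an estimated correlation), with MRPL50 lower in the authors' deposited table. For cytosolic ribosomal proteins 1 of 137 rose (RPS29A, 0.49, lower in the authors' deposited table), and RPL39 (-1.24) and RPL41A (-0.84) fell, with 0 called adjusted over the list alone (median 0.15, camera adjusted p = 3.25e-05, adjusted p = 0.897 with an estimated correlation). PGK1 was the 1 called gene of 21 in glycolysis (1 adjusted over the list alone, median 0.17, camera adjusted p = 0.0194, adjusted p = 0.897 with an estimated correlation), and 0 of 25 ribosome biogenesis genes was called (median -0.13, camera adjusted p = 0.0112, adjusted p = 0.897 with an estimated correlation). Nuclear genes of the electron transport chain did not pass as a list (median 0.10, 1 of 26 called, camera adjusted p = 0.296).

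In all, 354 of 6184 features were called in YAD, 104 up and 250 down, and 1777 had an unadjusted p under 0.05. The split depended on the library scale: it was 60 up and 295 down with FPKM as deposited and 37 up and 426 down when scaled to the sum of protein-coding FPKM. Leaving out 1 library gave 147 to 373 features, and each library but WT replicate 3 moved the count by more than 1.5 times (203 and 166 without WT replicates 1 and 2, and 147, 157 and 184 without jhd2Δ replicates 1, 2 and 3).

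A run of neighbouring genes on chromosome III stood higher in jhd2Δ in YAD and YGD. The segment was chosen after its values were seen and runs from SAT4 (YCR008W) to SRD1 (YCR018C), at 128470 to 148903. In YAD its 10 features had a median log2 fold change of 1.19, and 9 of them rose: SAT4 (1.09), RVS161 (1.16), ADP1 (1.35), PGK1 (1.22), POL4 (1.10), CTO1 (1.54), RBP95 (1.15), CWH43 (1.21) and SRD1 (1.56), with YCR013C, antisense to PGK1, at -0.33. PGK1, a glycolytic kinase, went from 10693 ± 411 to 23906 ± 194 FPKM in YAD (SD, n = 3). In YGD the segment's median was 0.99, and SAT4 (0.99), RVS161 (0.96) and POL4 (0.98) rose. The 10 features to its left had medians of 0.18 in YAD and 0.09 in YGD, and those to its right 0.31 and 0.30. In YAR the median was -0.03, with PGK1 (1.69) and CWH43 (0.63) up and RVS161 (-0.61) and SRD1 (-0.85) down. The flanks in YAR, with 9 features tested on each side, had medians of 0.14 on the left and 0.50 on the right.

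**Figure D2:**
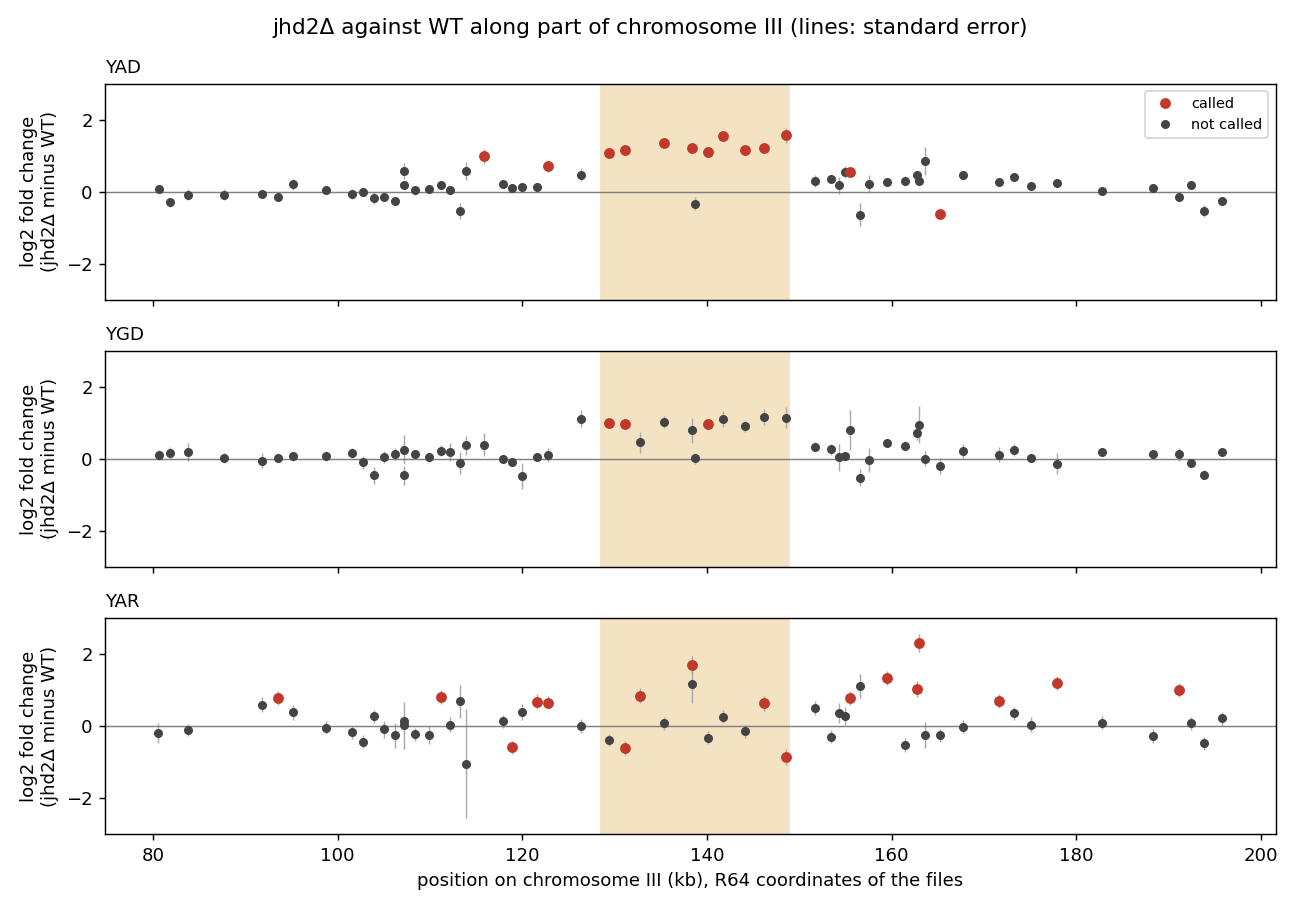
Log2 fold change of jhd2Δ against WT, with standard errors as lines, against position on chromosome III in kb for YAD, YGD and YAR; red points are called features, dark points are not, and shading marks 128470 to 148903. The shaded features have medians of 1.19 in YAD, 0.99 in YGD and -0.03 in YAR.

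The YGD cultures tested whether glutamate as nitrogen source, which raises α-ketoglutarate relative to succinate, alters the effect of JHD2 in fermenting cells. Mating type genes again differed most: 6 of 7 a-specific genes rose and 7 adjusted over the list alone (median 5.49, adjusted p = 0.0424 with an estimated correlation), and all 5 alpha-specific genes tested fell, 5 also adjusted over the list alone (median -5.03, adjusted p = 0.0549 with an estimated correlation). STE2 (6.30), MFA2 (5.84), AGA2 (5.49), STE6 (3.79) and BAR1 (3.78) rose, MFA1 was listed at 0 in WT and stood at 152, 195 and 160 FPKM in jhd2Δ, and ASG7 (0.78) did not pass (adjusted p = 0.569). MF(ALPHA)1 (-8.01), MF(ALPHA)2 (-5.48), SAG1 (-5.02), STE3 (-4.59) and AFB1 (-3.55) fell, as did the antisense features YKL177W (-5.48) and YLR041W (-3.06), while HMRA1 (5.79, with 0, 0.912 and 0 FPKM in WT) and GYP8 (1.10) rose.

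Lists without a called member in YGD shifted by small medians, in a table where WT replicate 3 stood apart with a library scale of 1.6. Cytosolic ribosomal proteins had a median of -0.29 (camera adjusted p = 3.99e-14, adjusted p = 0.539 with an estimated correlation), and histones -0.34 (camera adjusted p = 0.000691, adjusted p = 0.435 with an estimated correlation), each with 0 called adjusted over the list alone. Phosphate starvation genes had a median of -0.61, and 6 fell adjusted over the list alone (camera adjusted p = 3.81e-08, adjusted p = 0.223 with an estimated correlation). The nuclear electron transport chain stood at -0.14 with 1 lower adjusted over the list alone (camera adjusted p = 0.0096, adjusted p = 0.349 with an estimated correlation), and the mitochondrial genome at 0.32 (camera adjusted p = 0.00549, adjusted p = 0.223 with an estimated correlation). Stress genes (-0.18, camera adjusted p = 0.00549, adjusted p = 0.503 with an estimated correlation) had 1 lower member and the seripauperin family (0.24, camera adjusted p = 0.02, adjusted p = 0.548 with an estimated correlation) 1 higher member adjusted over the list alone. Ribosome biogenesis genes stood at -0.14 (camera adjusted p = 0.00933, adjusted p = 0.819 with an estimated correlation).

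In all, 21 of 6211 features were called in YGD, 12 up and 9 down, of which 11 were mating type genes, and 426 had an unadjusted p under 0.05. The authors' deposited table held 255, and leaving out 1 library gave 12 to 38: 38 without WT replicate 3, 13 without jhd2Δ replicate 1 and 12 without jhd2Δ replicate 3.

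The effect of jhd2Δ differed between YGD and YAD for 3 of 6119 features. WT was labelled Mat alpha and jhd2Δ Mat a in both media, so loss of JHD2 and mating type were not separable in this difference. The alpha-factor gene MF(ALPHA)2 fell less in YGD by 2.30 on the log2 scale (SE 0.241, adjusted p = 0.0039) and STE3 by 1.36 (SE 0.142, adjusted p = 0.0039). The third feature, LIF1, was named by the rule in YAD but not for this difference, where it was added after its values were seen. Across genes, which are not independent replicates, the fold changes of both media correlated with a Pearson coefficient of 0.443, and 0.196 without mating type genes. A total of 19 features were called in the same direction in both media, and 586 had an unadjusted p under 0.05 for the difference. Without the a-specific and alpha-specific genes the count was 0, as LIF1 kept its difference of 1.77 but not its call (adjusted p = 0.0621). Leaving out 1 library gave 2 to 5, with 5 without WT replicate 2 of YGD.

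Raffinose was used so that glucose would not repress mitochondrial genes, and both strains were Mat a in this comparison. In jhd2Δ 80 of 137 cytosolic ribosomal protein genes rose and 8 fell (88 and 10 adjusted over the list alone), with a median log2 fold change of 0.78, a camera adjusted p = 1.53e-16 and an adjusted p = 0.554 with an estimated correlation. RPS28B went from 251 ± 69.9 to 2121 ± 68.3 FPKM (SD, n = 2, log2 fold change 3.1), and RPL9B (2.24), RPL30 (2.09) and RPS25A (2.08) rose too. In glycolysis and fermentation 12 of 21 genes rose and 0 fell (16 and 0 adjusted over the list alone, median 0.80, camera adjusted p = 4.83e-08), among them the triose phosphate isomerase TPI1 from 1355 ± 225 to 4823 ± 30.3 FPKM (SD, n = 2, log2 fold change 1.84), TDH1 (1.80), PGK1 (1.69) and ENO1 (1.65). Of 12 genes of gluconeogenesis and the glyoxylate cycle 7 rose (7 adjusted over the list alone, median 0.60, camera adjusted p = 0.000701), including the alcohol dehydrogenase ADH2 (1.17), ACS1 (0.86), ADY2 (0.84) and JEN1 (0.73). Of 11 genes of hexose transport 5 rose (7 adjusted over the list alone, median 0.82, camera adjusted p = 0.00141), with HXT13 (1.42), HXT6 (1.35), HXT3 (1.01) and HXT7 (0.93). These 3 lists also had an adjusted p = 0.554 with an estimated correlation.

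Genes of respiration and of the mitochondrial ribosome were compared list by list. In the nuclear electron transport chain 12 of 27 genes rose and 1 fell (12 and 1 adjusted over the list alone, median 0.57, camera adjusted p = 0.000552, adjusted p = 0.554 with an estimated correlation). QCR8, of complex III, went from 806 ± 59.6 to 2300 ± 377 FPKM (SD, n = 2, log2 fold change 1.5) and SDH2, of succinate dehydrogenase, from 502 ± 50 to 983 ± 97.3 (0.97), with COX6 (1.06) and QCR9 (1.02). From the mitochondrial genome 7 of 8 protein genes rose and 0 fell (7 and 1 adjusted over the list alone, median 1.42, camera adjusted p = 0.000103, adjusted p = 0.554 with an estimated correlation): COX2 went from 371 ± 54.4 to 1308 ± 138 FPKM (SD, n = 2, log2 fold change 1.82), VAR1 (1.68) and COB (1.49) rose, and ATP8 was listed at 0 in WT and stood at 33.7 and 17.4 in jhd2Δ. COB shares its coordinates with the intron maturase BI2 in this table, so its value is uncertain. In the TCA cycle 4 of 12 genes rose (5 adjusted over the list alone, median 0.43, camera adjusted p = 0.00489, adjusted p = 0.554 with an estimated correlation), namely the aconitase ACO1 (1.09), MDH1 (0.84), IDH1 (0.68) and LSC1 (0.63). Mitochondrial ribosomal proteins went the other way, with 3 of 72 up and 12 down (2 and 11 adjusted over the list alone, median -0.17, camera adjusted p = 0.0293, adjusted p = 0.557 with an estimated correlation), including IMG1 (-0.99), RSM27 (-0.82) and MRPL28 (-0.77), against RSM26 (1.00). ATP synthase genes (4 up and 2 down of 14, median 0.34, camera adjusted p = 0.139) and import genes (2 up and 6 down of 20, median -0.14, camera adjusted p = 0.389) did not pass as lists. Among genes named for other assays, SDH3 (0.93), CIT2 (0.68), the proton pump PMA1 (1.63) and the elongation factor YEF3 (1.06) rose as well, and MRPL17 (0.14), COX17 (-0.29), POR1 (0.09) and TIM23 (0.43, adjusted p = 0.0963) did not pass.

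The lists of nitrogen, permease, histone, COS, transcription factor, G1 to S and tRNA features passed camera in YAR, and each had an adjusted p = 0.554 with an estimated correlation. Among 24 genes under nitrogen catabolite repression 10 rose and 1 fell (12 and 1 adjusted over the list alone, median 0.49, camera adjusted p = 0.000963), such as UGA4 (1.23), DAL4 (1.14), GDH2 (0.89) and MEP3 (0.78). Among 17 amino acid permeases 7 rose (12 adjusted over the list alone, median 0.74, camera adjusted p = 7.57e-06), such as SAM3 (1.26), MUP3 (1.12), TAT1 (1.07) and MMP1 (0.95). Among 9 histone genes 3 rose (3 adjusted over the list alone, median 0.26, camera adjusted p = 0.0293), namely HTA1 (1.80), HTA2 (1.54) and HTZ1 (1.36), the gene of the variant H2A.Z. Among 9 COS genes 5 rose (5 adjusted over the list alone, median 0.81, camera adjusted p = 0.000242), such as COS7 (1.76), COS1 (1.71), COS9 (1.14) and COS6 (0.96), while the subtelomeric seripauperin list (1 of 6 up, 0 adjusted over the list alone, median 0.43) did not pass (camera adjusted p = 0.185). Of 77 transcription factor genes 1 rose and 17 fell (1 and 17 adjusted over the list alone, median -0.46, camera adjusted p = 9.10e-09), including the repressor ROX1 (-1.29), INO2 (-1.28), MCM1 (-1.23) and PHD1 (-1.20). Of 14 genes of the G1 to S transition 4 fell (5 adjusted over the list alone, median -0.33, camera adjusted p = 0.0464), namely SVS1 (-0.95), CDC45 (-0.85) and the cyclins CLN2 (-0.82) and CLN1 (-0.58). Among 18 tRNA rows 5 rose and 2 fell (5 and 2 adjusted over the list alone, camera adjusted p = 0.00353), most of them listed at 0 in one group: tD(GUC)N stood at 575 and 501 FPKM in WT and 0 in jhd2Δ, and tK(UUU)Q (310 and 638), tP(UGG)Q (357 and 368) and tS(UGA)Q2 (244 and 377) in jhd2Δ alone.

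The largest single changes in YAR were in small or overlapping features. YBR191W-A (1156 and 2383 FPKM in jhd2Δ), YGR122C-A (83.3 and 28.6), YBL083C (37.6 and 58.8), YOR248W (21.9 and 49.3) and YGL063C-A (31.2 and 32.2) were listed at 0 in both WT libraries, and YDL016C rose from 15.3 ± 8.99 to 199 ± 35 FPKM (SD, n = 2, log2 fold change 3.72). BI2 (70.7 and 94.0 FPKM in WT), YDR371C-A (47.1 and 41.1) and YLR286W-A (17.4 and 45.4) were listed at 0 in both jhd2Δ libraries. YDL012C (-2.29), YCL042W (-2.27), YOR302W (-1.99), Q0297 (-1.95) and SRP21 (-1.85) fell. Of the mating type genes AGA2 (-1.36) and MF(ALPHA)1 (-0.94) fell, while STE2 stood at 466 ± 79.1 FPKM in WT and 564 ± 86.8 in jhd2Δ (SD, n = 2).

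In all, 1308 of 5846 features were called in YAR, 805 up and 503 down, and 2077 had an unadjusted p under 0.05. The split was 523 up and 516 down after quantile normalization and 406 up and 1527 down when scaled to the sum of protein-coding FPKM. The count was 53 with no filter, 410 without trend or robust options, 120 without WT replicate 1, 42 without WT replicate 2, and 1166 and 1156 without either jhd2Δ replicate.

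**Figure D3:**
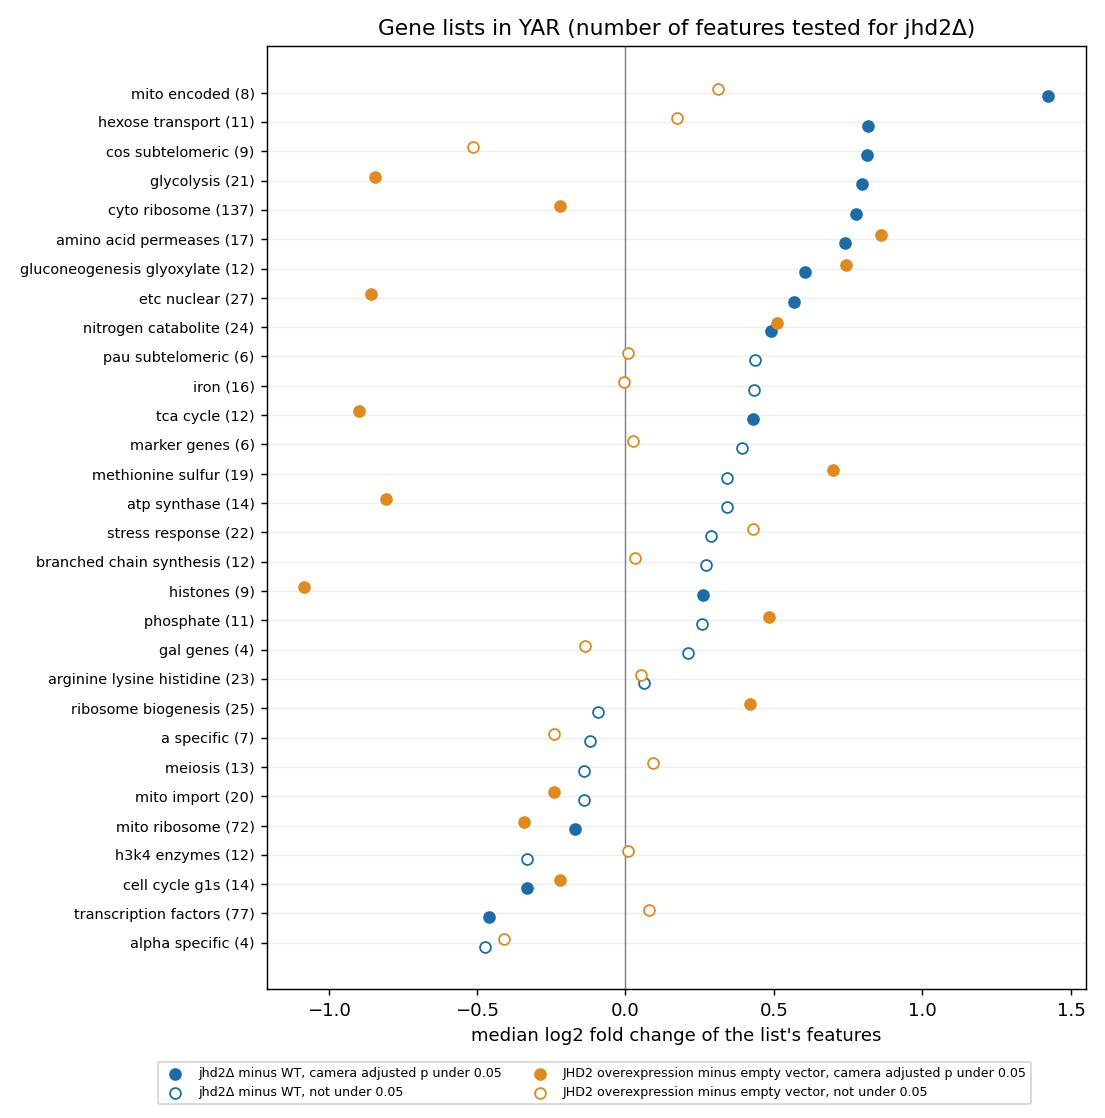
Median log2 fold change of the features of each fixed gene list in YAR, for jhd2Δ minus WT in blue and overexpression minus empty vector in orange; filled points have a camera adjusted p under 0.05 with the preset correlation, and the number of features tested for jhd2Δ follows each name. The nuclear electron transport chain stands at 0.57 and -0.86 and cytosolic ribosomal proteins at 0.78 and -0.22, the last of which turns to 0.03 after quantile normalization.

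The effect of jhd2Δ differed between YAR and YAD for 1452 of 5714 features, 870 higher and 582 lower in YAR. Mating type genes were among the largest differences, and WT was Mat alpha in YAD and Mat a in YAR: MFA2 differed by -8.52 (SE 0.624), AGA2 by -7.40 (SE 0.718) and MF(ALPHA)1 by 7.11 (SE 0.258). Outside them, RPS28B differed by 3.28 on the log2 scale (SE 0.243, adjusted p = 1.35e-05) and YDL016C by 3.75 (SE 0.436, adjusted p = 0.000897). Of 1282 features called in YAR and tested in both, 925 also differed from YAD, while 57 were called in the same direction in both media and 31 in opposite directions. The split was 554 higher and 817 lower when scaled to the sum of protein-coding FPKM, and leaving out WT replicate 2 of YAR left 867 features. Medium, mating type of WT and table were not separable in this difference.

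Overexpression tested whether more JHD2 acts opposite to its loss, and it was compared with EV in YAR. In the authors' deposited table, the nuclear electron transport chain had 24 of 27 genes down and 1 up at a median of -1.11, ATP synthase 14 of 14 down (-1.14), the TCA cycle 11 of 12 down (-1.38), mitochondrial ribosomal proteins 46 of 72 down (-0.77), histones 9 of 9 down (-1.10) and glycolysis 14 of 21 down and 1 up (-0.99), against a median of -0.29 over all its features. The mitochondrial genome stood at a median of 0.21 (0 up and 1 down of 8), and both mating type lists were lower, a-specific genes at -1.29 (5 of 7 down) and alpha-specific genes at -1.38 (3 of 5 down). Stress genes had 10 of 22 up and 5 down (0.60) and amino acid permeases 7 of 18 up (0.55). In that table JHD2 (5.62) was followed by SPS100 (3.54), YCL048W-A (3.51), PDC6 (2.82), GRE1 (2.57) and PHO89 (2.55), and HXT6 (-3.89), ADH1 (-2.72) and SUC2 (-2.45) lowest. In it SDH3 (-1.32), SDH2 (-1.09), POR1 (-1.41), COX17 (-1.74) and TIM23 (-1.03) were lower and COX2 (0.25) was not called.

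The limma test on the replicate cultures called JHD2 alone among 6331 features for overexpression in YAR, with 904 at an unadjusted p under 0.05 and 1239 in the authors' deposited table. With 0 other members called over all genes, camera placed 15 lists past its threshold. Nuclear electron transport genes had a median of -0.86, with 19 of 27 lower adjusted over the list alone (camera adjusted p = 1.74e-10), the TCA cycle -0.90 with 8 of 12 lower (camera adjusted p = 1.99e-07), ATP synthase -0.81 with 5 of 14 lower (camera adjusted p = 1.42e-07) and histones -1.08 with 6 of 9 lower (camera adjusted p = 1.67e-07), each of these counts adjusted over the list alone and each list with an adjusted p = 0.531 with an estimated correlation. Amino acid permeases had a median of 0.86, with 10 of 18 higher adjusted over the list alone (camera adjusted p = 4.66e-09), sulfur and methionine genes 0.70 with 9 of 19 higher (camera adjusted p = 1.01e-05) and phosphate genes 0.48 with 3 of 11 higher (camera adjusted p = 0.00105), again adjusted over the list alone and with an adjusted p = 0.531 with an estimated correlation. Glycolysis stood at -0.84 with 1 higher and 4 lower of 21 adjusted over the list alone (camera adjusted p = 3.87e-07, adjusted p = 0.57 with an estimated correlation), mitochondrial ribosomal proteins at -0.34 (camera adjusted p = 2.76e-05, adjusted p = 0.761 with an estimated correlation) and import genes at -0.24 (camera adjusted p = 0.00944, adjusted p = 0.736 with an estimated correlation). The mitochondrial genome stood at 0.31 with 0 higher and 1 lower of 8 adjusted over the list alone and did not pass (camera adjusted p = 0.618). Stress genes (0.43, camera adjusted p = 0.155), a-specific genes (-0.24, camera adjusted p = 0.618) and alpha-specific genes (-0.41, camera adjusted p = 0.646) did not pass either, each with 0 called adjusted over the list alone. SDH3 (-0.90, adjusted p = 0.291), SDH2 (-0.80, adjusted p = 0.318), POR1 (-1.09, adjusted p = 0.257) and COX2 (0.38, adjusted p = 0.506) did not pass.

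The remaining lists past the camera threshold for overexpression had 0 or 1 members called adjusted over the list alone. Cytosolic ribosomal proteins stood at -0.22 (camera adjusted p = 8.78e-06, adjusted p = 0.755 with an estimated correlation), turning to 0.03 after quantile normalization, and G1 to S genes at -0.22 (camera adjusted p = 0.0112, adjusted p = 0.729 with an estimated correlation). Nitrogen genes stood at 0.51 with 1 higher adjusted over the list alone (camera adjusted p = 0.000105, adjusted p = 0.59 with an estimated correlation), ribosome biogenesis at 0.42 (camera adjusted p = 0.000362, adjusted p = 0.736 with an estimated correlation) and gluconeogenesis at 0.74 (camera adjusted p = 0.0404, adjusted p = 0.59 with an estimated correlation).

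Mating type genes varied within both groups of the overexpression comparison, all labelled Mat alpha. In replicates 1 and 2 of EV and of OE the a-specific STE2 and MFA2 stood above the alpha-specific STE3 and MF(ALPHA)1, against that label. In EV replicate 3 STE2 stood below STE3 and MFA2 below MF(ALPHA)1. In OE replicate 3 STE2 also stood below STE3, with MFA2 above MF(ALPHA)1. HMRA1, named outside the rule here, stood at 72.8, 58.7 and 0 FPKM in EV and 99.6, 56.0 and 1.35 in OE. STE2 stood at 369, 225 and 16.7 FPKM in EV and 157, 206 and 35.2 in OE, and MFA2 at 4267, 2844 and 299 in EV and 1706, 1589 and 540 in OE. The alpha-specific STE3 stood at 4.97, 7.19 and 156 FPKM in EV and 9.50, 7.35 and 47.7 in OE, and MF(ALPHA)1 at 5.40, 10.1 and 817 in EV and 25.4, 27.1 and 313 in OE. Without the third replicates, an alternative added after the data were seen, 5 features were called (4 up and 1 down); leaving out 1 library gave 2 to 216, with 3, 216 and 2 without EV replicates 1, 2 and 3 and 6, 2 and 3 without OE replicates 1, 2 and 3.

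Genes changed by both loss and overexpression of JHD2 in YAR were counted in the authors' deposited tables over the 5631 genes with a test status of OK in both. A total of 316 genes were called in both: 204 were higher in jhd2Δ and lower in OE, against 138 expected of independent lists (Fisher's exact test, adjusted p = 5.33e-10), and 33 were higher in both against 18.8 expected (adjusted p = 0.00192). Another 69 genes were lower in both against 82.5 expected (adjusted p = 0.131), and 10 were lower in jhd2Δ and higher in OE against 11.3 expected (adjusted p = 0.875). In all, 102 went the same way and 214 opposite ways. Genes are not independent replicates, so these p-values do not measure the spread between cultures. The limma tests shared JHD2 alone over 5793 genes, and JHD2 was the only feature they called for overexpression. Across these genes the Pearson coefficient of the limma fold changes was -0.03. The limma overlap was 42 without EV replicate 2, of which 22 went the same way and 20 opposite ways, 2 without OE replicate 1 and 0 without WT replicate 2.

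For overexpression in YAD the authors' deposited table called 34 features, 11 up and 23 down. JHD2 stood at 24.0 FPKM in EV and 6886 in OE (log2 fold change 8.17), and the peptide transporter OPT2 (2.92), the phosphate transporter PHO84 (1.55), HPF1 (1.07) and FIT2 (1.00) were higher. AGA1 (-1.55), YPR158C-C (-1.39), MFA1 (-1.17), YNL040W (-1.03), NFG1 (-1.02), CWP1 (-1.0), the mating type endonuclease HO (-0.98) and CPR2 (-0.95) were lower. Of 13 phosphate genes 4 were up, and their median of 0.36 stood at percentile 100 of 10000 random lists of the same size, as did the medians of stress genes (0.28, 0 of 22 called) and glycolysis (0.09, 1 of 20 up). The a-specific (-0.66, 1 of 7 down), alpha-specific (-1.0, 0 of 5 called) and tRNA lists (-1.045, 0 of 3 called) stood at percentile 0. The random lists ignore that genes of a list can move together, so extreme percentiles can arise from small shared shifts. No replicate test of this comparison was run.

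The shift from glucose to raffinose was described in EV cultures from the authors' deposited table, which called 266 features up and 3554 down around a median of -0.77. The hexose transporter HXT2 went from 26 to 1757 FPKM (log2 fold change 6.08) and ADH2 from 14.8 to 612 (5.37), with HXT7 (5.97), HXT6 (5.32), ANS1 (6.32), BSC1 (6.18), DPA10 (5.68) and ZNF1 (4.80). The low affinity transporter HXT1 went from 381 to 2.95 FPKM (-7.01), and WSC4 (-5.12), DAL5 (-4.79), EEB1 (-4.52), IMD2 (-4.46), DAL80 (-4.34), MF(ALPHA)2 (-5.26) and SAG1 (-4.38) were also lower. Of 27 nuclear electron transport genes 18 were up and 2 down (median 0.93), of 8 mitochondrial genome genes 7 were up (1.46), of 14 ATP synthase genes 6 were up (0.59) and of 12 gluconeogenesis genes 8 were up and 3 down (1.61). The TCA cycle (0 up and 5 down of 12, -0.42), mitochondrial ribosomal proteins (0 up and 19 down of 72, -0.35) and import genes (0 up and 5 down of 20, -0.18) had negative medians. These medians lay above that of all features. Hexose transport (8 up and 4 down of 14, median 1.02) and ribosome biogenesis (9 up of 25, 0.50) were higher, whereas glycolysis (2 up and 17 down of 20, -2.44), nitrogen (4 up and 16 down of 24, -1.29) and sulfur genes (1 up and 17 down of 19, -1.16) were lower. All 7 a-specific (-1.77) and all 5 measured alpha-specific genes (-3.14) were lower too. In that table EV in YAD held both kinds at high levels (STE2 664 FPKM and SAG1 949 FPKM), and the EV cultures of YAR differed among themselves in mating type genes, with STE2 at 369, 225 and 16.7 FPKM and SAG1 at 20.1, 21 and 251 in the replicate columns, so the medium is not separable from that mixture for these genes. COX2 (1.90) and SDH2 (1.41) were higher and SET1 (-0.89), PMA1 (-1.36) and CIT2 (-3.52) lower, while JHD2 (-0.25, q-value 0.406) and SDH3 (0.48, q-value 0.141) were not called.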

Values the study reported

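At a q-value under 0.05 and a fold change over 1.4, the study reported 213 mRNAs that differed between *jhd2Δ* and WT in YAD, 255 in YGD and 1193 in YAR. For *JHD2* overexpression against empty vector at the same thresholds, it gave 33 changed transcripts in YAD and 1240 in YAR. It counted 316 mRNAs as altered by both deletion and overexpression in YAR.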

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

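The tests of loss of JHD2 in every medium, of the mating types the labels give, of a wider spread between cultures and of the splits within YAD, YGD and overexpression were chosen after the results were seen. Those of an extra copy, of length and GC content and of replicate 3 of EV and OE were set before their own outcomes were seen. So were the splits of the difference between media. The segment and the mating type genes of replicate 3, which prompted some of these tests, had been seen by then.

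The effect of jhd2Δ differed between YGD and YAD for 3 features, MF(ALPHA)2 (2.30 on the log2 scale), STE3 (1.36) and LIF1 (1.77, SE 0.230, adjusted p = 0.0208), by a test of the difference itself. MF(ALPHA)2 and STE3 are alpha-specific, and LIF1 lies next to MF(ALPHA)2. WT was labelled Mat alpha and jhd2Δ Mat a in both media, so loss of JHD2 is not separable from mating type here. Of 100 splits of the libraries within each medium, 3 gave as many features, the real one included, a share under 0.05. Splits that mix WT and jhd2Δ cultures in a group add the strain difference to the spread, which makes calls unlikely by construction. The low share therefore cannot decide whether the effect differs between media. The highest other count was 218, from exchanging WT and jhd2Δ in YGD, which by construction turns effects shared by both media into differences, and the next was 172.

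Between YAR and YAD the effect differed for 1452 features by the same kind of test, in which medium, mating type of WT and table are confounded. Named genes higher in YAR were YBR191W-A (10.23), MF(ALPHA)1 (7.11), YGL063C-A (5.58), YOR248W (5.31), YBL083C (5.31), ATP8 (4.495), YDL016C (3.75) and RPS28B (3.28). Those lower were BAR1 (-4.52), YPR169W-A (-4.85), HMRA1 (-5.54), YDR371C-A (-5.69), STE2 (-6.38), BI2 (-7.04), AGA2 (-7.40) and MFA2 (-8.52). For YBR191W-A, YGL063C-A, YOR248W, YBL083C, ATP8, YDR371C-A and BI2, listed at 0 in a YAR group, the fitted difference depends on the pseudocount.

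The chromosome III segment from SAT4 to SRD1 stood higher in every jhd2Δ library of YAD (medians 1.3, 1.19 and 1.13) and YGD (0.958, 0.937 and 1.02). A bias by length or GC content would also raise features like them elsewhere, and 10000 matched lists from outside the segment centred on 0.031 in YAD (highest 0.318, 0.0% as high as the segment, which was chosen for its height). Loss of JHD2 in every medium and strain pair is argued against by the YAR median of -0.031. An extra copy of the segment in these jhd2Δ cultures stays an open hypothesis: its medians of 1.08 in YAD and 1.01 in YGD in the authors' deposited tables come from the same reads and so restate the pattern without testing it, and DNA copy number was not analysed here. Ty1 long terminal repeats lie 4005 bp to its left and 579 bp to its right.

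Mating type genes differed between jhd2Δ and WT in YAD and YGD. The a-specific median of -0.12 in YAR does not exclude loss of JHD2 as the source, although the bound set for it was not reached: WT is Mat a there and already held STE2 at 522 and 410 FPKM, so a rise could not show. With JHD2 at 17.5 and 14.1 FPKM, those WT libraries held STE3 at 4.76 and 3.56. High a-specific with low alpha-specific expression therefore occurred there without loss of JHD2. The mating types on the labels may account for the pattern, as the medians in YAD were 6.04 and -7.07 in the directions that Mat a against Mat alpha requires. Because genotype and mating type coincide in YAD and YGD, an effect of losing JHD2 cannot be told apart from one of mating type there.

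The single feature called for overexpression in YAR may or may not follow from a wider spread between cultures, whose median residual SD was 0.27 there against 0.129 in YAD, 0.199 in YGD and 0.17 in YAR. Without replicate 3 of EV and of OE it was 0.202 (SE 0.0024), too close to the bound of 0.2 to decide whether they are the source, and the count did not follow the spread: 2 features were called without EV replicate 3 (SD 0.191) and 216 without EV replicate 2 (SD 0.238). Features above 10 FPKM that were changed at this spread in simulated data were called in 40% (log2 size 1) and 88% (log2 size 2) of cases. The simulated noise was independent between features and lacked deviations that features share. It therefore cannot decide whether the spread explains the count. No biological explanation was tested.

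For YAD, 1 of the 10 splits of the 6 libraries gave as many features as the real 354, with 3 as the highest other, and for YGD 1 of 10 gave as many as the real 21, with 4 as the highest other. For overexpression in YAR 7 of 10 splits gave at least the real 1, with 2 as the highest other. The splits are too few for a share under 0.05.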

How the results depend on the processing

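Alternatives that left out replicate 3 of EV and OE, or the fold threshold of the overexpression table in YAD were chosen after the data were seen. The YAD count of 354 became 203 with a pseudocount of 5, 222 with no filter, 204 at a mean FPKM of at least 10, 572 with no fold threshold, 180 with a replicate block, 214 by the authors' Cuffdiff calls, and 147 to 373 without 1 library. The YGD count of 21 became 8 without mating type genes, 13 with the block, 255 by Cuffdiff and 12 to 38 without 1 library (38 without WT replicate 3, 13 and 12 without jhd2Δ replicates 1 and 3). The YAR count of 1308 became 53 with no filter, 410 without trend or robust options, 174 with the block and 42 to 1166 without 1 library (120 and 42 without WT replicates 1 and 2), where the lone sample is assumed to vary like the others. The overexpression count of 1 in YAR became 1239 by Cuffdiff, 5 without replicate 3 of EV and of OE and 2 to 216 without 1 library (216 without EV replicate 2). The YGD minus YAD count of 3 became 7 with no filter, 1 with FPKM as deposited, 1 when scaled to protein-coding sums, 0 without mating type genes (LIF1 kept its 1.77 at an adjusted p = 0.0621) and 2 to 5 without 1 library, and that of YAR minus YAD 867 to 1673 (867 without WT replicate 2 of YAR). The overlap of 1 became 0 at a mean FPKM of at least 10, since JHD2 falls below it, 316 by Cuffdiff and 0 to 42 without 1 library. The raffinose count of 3820 became 1010 at an absolute log2 fold change over 1.4. In the authors' table MRPL50 (-0.09), RPS29A (-0.495), PHD1 (0.054), PHO4 (0.622) and ROX1 (0.484) reversed in YAD, and cytosolic ribosomal proteins reversed to 0.028 for overexpression after quantile normalization. The cause was not tested unless stated.

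Of the named genes called, 13 of 33 in YAD, 9 of 16 in YGD, 6 of 81 in YAR and 1 of 1 for overexpression kept their direction and call under every alternative run on them, as did 4 of 9, 6 of 10, 8 of 15 and 8 of 15 lists by camera with the preset correlation. The estimated correlation is not among these alternatives and ended every list call but that of the a-specific genes in YGD. With so few cultures that test has little power. The a-specific list in YAD, with all 7 genes higher at a median of 6.04, failed it too (camera adjusted p = 0.156). Scaling to protein-coding sums put the median log2 fold change of all features at -0.12 in YAD, 0.128 in YGD, -0.303 in YAR and 0.302 for overexpression, and FPKM as deposited put it at 0.201 in YGD and 0.118 for overexpression, against 0.009, 0, -0.012 and -0.008 with the scale used. Whether replicate numbers pair the cultures was not settled. Deviations of same-numbered cultures correlated at -0.108 (YGD replicate 1) to 0.174 (YAD replicate 1). In YAR, replicate 3 held the lowest HMRA1 of EV (0 FPKM) and of OE (1.35 FPKM), and likewise the lowest STE2 (16.7 and 35.2). SAG1 did not follow, at 251 FPKM in EV replicate 3 and 18.5 in OE replicate 3. The main fits were not blocked, and blocked values stand here alone. Scaling to the spike-in and the tests of overexpression in YAD and of its difference between media were not run. Read depth is unknown, which leaves the limit it sets on low features open.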

Other observations

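The limma test called 354 features in YAD. This is higher than the count given in the study, but the count is lower than it with a larger pseudocount, a stricter filter, a replicate block or most single libraries left out. In YGD it called 21 features. That count is lower than the one the study gives. For overexpression in YAR it called 1 feature. The study gives a far higher count there. Loss and overexpression in YAR shared 1 feature in the limma tests, JHD2 itself. JHD2 was the only feature called for overexpression, so this overlap could not exceed 1. It therefore says nothing about the far higher overlap given in the study.

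Calls shared in direction by the limma test and the authors' deposited tables numbered 63 in YAD (3 opposite), 18 in YGD, 1052 in YAR and 1 for overexpression, and the fold changes of both correlated across genes with Pearson coefficients of 0.77, 0.794, 0.973 and 0.867. The group levels of the authors' deposited table equalled the means of the replicate columns in YAR alone (Pearson coefficient 1).

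In YAR the highest median over 10 neighbouring features lay on chromosome III from HTL1 to FEN2 (155320 to 172424, 0.74), and in YAD and YGD the highest outside the SAT4 to SRD1 segment were 0.37 and 0.32.

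Over 31 lists, camera with the preset correlation passed 9 in YAD, 10 in YGD, 15 in YAR and 15 for overexpression in YAR. With an estimated correlation the a-specific list in YGD passed (adjusted p = 0.0424) and 0 lists did in the other comparisons, where the lowest adjusted p was 0.156 in YAD, 0.554 in YAR and 0.531 for overexpression. The fry test for members moving one way passed 6, 4, 1 and 0 lists in the same order, and for change in either direction 25, 4, 26 and 1.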
